A study of Homo sapiens with 6 samples.

How the data were processed

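RNA was measured by sequencing of libraries made with a KAPA mRNA HyperPrep kit, which captures polyadenylated RNA, from primary human corneal endothelial cells, the monolayer that lines the back of the cornea, in passage 1 culture. Confluent cells were transfected with 10 nM of a small interfering RNA (siRNA) against SLC4A11 or with a scrambled siRNA, and RNA was taken 72 hours later, per the labels' protocols. The labels gave 6 samples in 2 groups, 3 control samples and 3 knockdown samples, with replicate numbers running from 1 to 3 in each group.

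The material analysed was a single table of gene-level results for the comparison of knockdown against control, called here the authors' deposited table. It held 13865 genes, named by Ensembl gene ID, symbol and biotype, and 0 columns of values per sample. The sequencing depth of each sample is therefore unknown here, and no count, interval from counts or detection limit per sample could be given. The authors deposited a log2 fold change and an average log2 expression per gene, per the file headers. They also deposited 2 model statistics as scores without a fixed range, a moderated t statistic and a log-odds, per the file headers. The remaining columns held a p-value and an adjusted p-value per gene, per the file headers. The aligner, the counting method, the genome build, the low-expression filter and the statistical model are not stated in the labels or headers.

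What could be learned about that processing was checked on the values. The sum of 2^(average log2 expression) over all genes was 933287, close to what log2 CPM (counts scaled to a common library total) give, so the log base was taken as 2 and the expression unit as CPM. Solving the p-values for the degrees of freedom behind the t statistics gave 11.26, a number with decimals as in limma's moderated test. Whether it held for every gene was not examined. The adjusted p-values equalled a Benjamini-Hochberg adjustment over the 13865 genes to within 1.1e-15. The log-odds column was solved for the unscaled standard error of each gene, up to a constant, with limma's formula and its default prior proportion of 0.01. Over 10550 genes with an average log2 expression above 2 and an absolute t under 30, the unscaled standard error fell with expression (Spearman's rho across genes -0.997) and its 95th percentile was 2.97 times its 5th, the pattern of expression-dependent precision weights such as those of voom. The distribution of the moderated residual variances was most likely under 4 residual degrees of freedom, with a log-likelihood higher by 5457 than under 2 and by 658 than under 5. A design of 6 samples in 2 groups leaves 4 residual degrees of freedom without a replicate term and 2 with one. This calculation was tested on simulated data: it recovered the residual degrees of freedom in 4 of 4 simulations of 8000 genes, and without weights the spread of the unscaled standard error was 1.

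The standard error (SE) of each fold change was computed as the deposited log2 fold change divided by the deposited t. Levels in each group were derived as the average log2 expression minus or plus 0.5 of the log2 fold change. They are approximate, because they take the average as unweighted over equal groups. Summing these levels over genes gave 949143 CPM for the knockdown group and 1049262 CPM for the control group, so the deposited fold changes sit 0.145 (log2) lower than fold changes scaled to equal totals. The shift moves all genes alike, and results under it are given where it changes the direction of a list or the balance of higher and lower genes.

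The main design fixed before the data were examined called for a test on values per sample; because the table holds the authors' own comparison, the deposited statistics are reported instead, with an adjusted p-value under 0.05 as the threshold. A set of 13 gene lists had been written before the data were examined. The list of 13 protein genes of the mitochondrial genome had 0 genes tested and is not analysed here, which left 12 lists. They were tested with cameraPR, limma's competitive gene set test for precomputed statistics, on the deposited t with a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 12 lists (limma 3.58.1 in R 4.3.3). This replaced camera and fry, which need values per sample. On permuted statistics, 4 of 200 unshifted lists of 30 genes gave a p under 0.05, and 200 of 200 lists shifted by 1 SD did. Permutation removes correlation between genes, so these numbers do not give the error rate for lists whose genes vary together. A test against a fold change of 1.5 was computed from the deposited values with limma's TREAT formula; on 13865 simulated genes it called 190 of 200 genes changed 3-fold, 0 of 200 changed 1.2-fold and 0 unchanged genes. Regression of the fold changes on transcript length, GC content and average expression used powers up to 3 of each property. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

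The genes named in the text follow a rule written before the data were examined: SLC4A11, the 5 largest rises and the 5 largest falls among protein-coding genes with an adjusted p-value under 0.05 and a mean of at least 5 CPM, and the gene with the smallest p-value in each list. The rule also asked that the samples of the groups not overlap, which could not be applied, and it passed over genes that could describe a donor. Genes named outside this rule were chosen after their values were seen.

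Transcript properties and coordinates came from GENCODE release 29 on GRCh38, matched by Ensembl gene ID. Each gene was given a single annotated length, and the transcript present in these cells may be shorter or longer. Of the 13865 IDs, 13859 were found, 99.88% of those with the same biotype and 99.08% with the same symbol as in the deposited table. The table itself carries no coordinates. Symbols are printed as the table gives them. Genes of families with near-identical copies, such as the ribosomal protein genes with their many processed pseudogenes, may share reads, and how the authors' counting divided them is not stated.

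Of the alternatives planned, the stricter expression filter, the 2-fold criterion and the stricter adjusted p-value were run. Alternatives chosen after seeing the data were the test against a fold change of 1.5, a doubled SE, t referred to 4 degrees of freedom, the shift to equal totals and the residuals of the regression above, and for the lists also the log2 fold change or ranks in place of t and an inter-gene correlation of 0.1. Replicate spread, sample similarity and any duplicate library could not be examined.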

Results

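Transcript levels were compared between primary human corneal endothelial cells treated with an siRNA against SLC4A11 (3 samples) and cells treated with a scrambled siRNA (3 samples), 72 hours after transfection. SLC4A11 encodes a membrane transport protein of the corneal endothelium, and the comparison asks which transcripts differ when its level is lowered. The authors' deposited table listed 13865 genes, of which 12305 were protein-coding. The remaining 1560 included 404 antisense genes, 321 processed pseudogenes and 301 lincRNA genes. Average expression ranged from -2.95 to 12.91 log2 CPM, with a median of 4.55. The spread of single samples is not known from these values, so each error given is the SE of the log2 fold change implied by the deposited moderated t statistic.

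The siRNA sequence given in the labels has 26 bases, CCGAAAGTACCTGAAGTTAAAGAACT when written as DNA. It matched SLC4A11 over all 26 bases and no other gene over any stretch of 17 bases in the GENCODE 29 transcripts. SLC4A11 (ENSG00000088836) lies on chromosome 20 from 3227417 to 3239559 on the minus strand of GRCh38. The match lies in the coding sequence and spans a splice junction between 3234296 and 3234574, with 7 bases in the upstream exon and 19 in the downstream exon. It was found in 6 of the 7 basic-set transcripts of the gene, in exons 4 and 5 of 5 of them and in exons 3 and 4 of the sixth.

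SLC4A11 itself was lower in the knockdown group. In the authors' deposited table its log2 fold change was -1.68 (SE 0.0903, adjusted p = 5.82e-09). This left 31.3% of the control level, with a 95% confidence interval from 27.3% to 35.9% computed from the deposited statistics. The derived level was 10.54 log2 CPM in the control group and 8.87 log2 CPM in the knockdown group. By log2 fold change, 612 genes fell further than SLC4A11, and 299 of these were among the 10840 genes with a mean of at least 5 CPM.

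Across all genes, 11063 of 13865 (79.8%) had an adjusted p-value under 0.05 in the authors' deposited table, 5539 higher and 5524 lower in the knockdown group. Most of these differences were small: 5802 of the 11063 (52.4%) were below 1.5-fold. With the requirement of at least a 2-fold difference, 2766 genes remained, 1346 higher and 1420 lower. The test against a fold change of 1.5 called 3887 genes, 1831 higher and 2056 lower. The balance between directions depended on scaling. After the shift to equal totals, which moved the median log2 fold change of all genes from 0.001 to 0.146, 61.3% of the 11279 genes past the threshold were higher, against 50.1% as deposited. Changes of at least 4-fold were seen in 529 genes on the higher side and 435 on the lower side, and changes of at least 32-fold in 104 and 40 genes.

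The SE of the fold changes had a median of 0.0554 and quartiles of 0.0398 and 0.0994. It fell from a median of 0.2625 in the 402 genes with an average below 0 log2 CPM to 0.0353 in the 2794 genes between 6 and 8 log2 CPM. In the latter, the SE implies a spread between replicates of 0.0433 (SD, log2 scale), and 87.4% of these genes were past the threshold with a median absolute log2 fold change of 0.38. Of the 402 genes below 0 log2 CPM, 93.5% were past the threshold, with a median absolute log2 fold change of 2.276.

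The 5 largest rises by the naming rule were in ADM2, CXCL11, CXCL10, HSH2D and IDO1. In the authors' deposited table ADM2 (chromosome 22, 50481556 to 50486440) had a log2 fold change of 8.07 (SE 0.237, adjusted p = 2.86e-11). CXCL11 (chromosome 4, 76033682 to 76041415) rose by 7.60 in the authors' deposited table, with the largest SE of all genes, 0.996 (adjusted p = 1.95e-05). Its neighbour CXCL10 (chromosome 4, 76021117 to 76023497) rose by 7.55 (SE 0.66, adjusted p = 5.13e-07) in the authors' deposited table. The changes of HSH2D and IDO1 in the authors' deposited table were 7.46 (SE 0.288) and 7.43 (SE 0.421). The derived control level was below 1 CPM for ADM2, CXCL11, HSH2D and IDO1 (-1.38, -1.24, -1.07 and -0.96 log2 CPM). With the depth unknown, the number of reads behind these control levels is not known.

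The 5 largest falls were in ANGPTL7, STEAP4, ALPL, LUM and F13A1. In the authors' deposited table ANGPTL7 (chromosome 1, 11189341 to 11195981) fell by 7.51 on the log2 scale (SE 0.148, adjusted p = 1.02e-12), from a derived 7.77 to 0.26 log2 CPM. STEAP4 (chromosome 7, 88270892 to 88306891) fell by 6.68 (SE 0.0952, adjusted p = 1.23e-13) in the authors' deposited table, from a derived 8.91 to 2.22 log2 CPM. The log2 fold changes of ALPL, LUM and F13A1 in the authors' deposited table were -6.02 (SE 0.136), -5.65 (SE 0.0783) and -5.62 (SE 0.174). All 5 exceeded their SE by a wide margin, and each was past the threshold under a doubled SE.

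The 12 gene lists written in advance were then compared with all other genes, and 8 differed at an adjusted p-value under 0.05 over the 12 lists by cameraPR. With the preset inter-gene correlation raised from 0.01 to 0.1, 6 of these remained past the threshold, and neither a correlation estimated per list nor fry could be run on the deposited table. The largest difference was in the interferon-stimulated genes, of which 38 of 38 were higher, with a median log2 fold change of 5.05 and a range from 1.08 to 7.60 (adjusted p = 5.06e-64). All 38 were past 0.05 over all genes, and 38 also when adjusted over the list alone. EPSTI1 had the smallest p-value of the list, with a log2 fold change of 3.95 (SE 0.0531, adjusted p = 1.13e-13) in the authors' deposited table. Of the 100 genes with the smallest p-values, 13 were on this list, where 0.3 would be met at random.

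Genes of mitochondrial energy metabolism bear on the energy supply of ion transport. Among nuclear-encoded subunits of the electron transport chain and ATP synthase, 68 of 73 were lower and the median log2 fold change was -0.45 (adjusted p = 3.93e-07 by cameraPR). Past 0.05 over all genes were 65 of them, 61 lower and 4 higher, and 65 when adjusted over the list alone. After the shift to equal totals the median was -0.31 and 59 of 73 were lower. ATP5ME had the smallest p-value, with a log2 fold change of -1.40 (SE 0.041, adjusted p = 2.83e-11) in the authors' deposited table. Genes of the TCA cycle and glutamine use did not differ as a list (27 genes, median -0.09, adjusted p = 0.288), and their median changed sign to 0.06 under the shift to equal totals. By p-value the leading gene was SLC1A5, a glutamine carrier, with a log2 fold change of 2.58 (SE 0.0398) in the authors' deposited table. Glycolysis genes had a median of -0.34 over 21 genes and were not past the threshold by cameraPR on t (adjusted p = 0.17). With ranks in place of t the adjusted p was 0.0216, and with the log2 fold change 0.393. Past 0.05 over all genes were 15 lower and 5 higher glycolysis genes. The lactate carrier SLC16A1, with the smallest p-value there and in the ion transport list, rose by 2.40 (SE 0.0295) in the authors' deposited table. In these last lists, 21 of 27 and 20 of 21 genes were past 0.05 over all genes, with the same numbers when adjusted over the list alone.

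Stress-response lists differed in both directions. Of 30 p53 targets, 25 were higher, with a median of 0.65 (adjusted p = 2.93e-05), and 29 were past 0.05 over all genes and 29 adjusted over the list alone. SESN2 led the list by p-value, with a log2 fold change of 2.65 (SE 0.0432) in the authors' deposited table. The p53 list shares 1 gene with the ATF4 and unfolded protein response list, and whether p53 itself drove these rises was not tested. The list of ATF4 and unfolded protein response genes was higher (31 genes, median 0.95, adjusted p = 5.16e-13), with 20 members higher, 11 lower and quartiles of -0.36 and 3.05. PSAT1 had its smallest p-value, with a log2 fold change of 3.26 (SE 0.04, adjusted p = 8.15e-14) in the authors' deposited table. Targets of NRF2 were lower (23 genes, median -0.40, adjusted p = 0.027), and the list lost significance at an inter-gene correlation of 0.1 (adjusted p = 0.216). TKT led that list, with a log2 fold change of -1.52 (SE 0.0313) in the authors' deposited table. Cholesterol synthesis genes were lower in 23 of 25 cases, with a median of -1.34 (adjusted p = 1.32e-10), and all 25 were past 0.05 over all genes and adjusted over the list alone. Its leading gene, MSMO1, had a log2 fold change of -1.78 (SE 0.04) in the authors' deposited table. Proliferation genes did not differ as a list (34 genes, median -0.29, adjusted p = 0.54), although 25 were past the threshold singly, 8 higher and 17 lower; RRM1, with the smallest p-value, fell by 1.08 (SE 0.0421) in the authors' deposited table. Of the 31 ATF4 and unfolded protein response genes 30 were past 0.05 over all genes, as were 18 of the 23 NRF2 targets; adjusted over the list alone, the numbers were 30, 18 and, for proliferation, 25.

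Genes characteristic of the corneal endothelium were lower as a list (31 genes, 21 lower, median -0.56, adjusted p = 2.93e-05). The other 10 members were higher, by a log2 fold change of at most 1.2, and 9 of them were past the threshold. ZP4 had the smallest p-value, with a log2 fold change of -3.25 (SE 0.0491, adjusted p = 1.42e-13) in the authors' deposited table. Further members, chosen after their values were seen, included AQP1, a water channel, with -4.23 (SE 0.134) in the authors' deposited table. The collagens COL8A1 and COL8A2 of the endothelial basement membrane had -1.76 (SE 0.0366) and -2.17 (SE 0.0538) in the authors' deposited table. The bicarbonate cotransporter SLC4A4 had -2.10 (SE 0.0507) in the authors' deposited table. Ion and water transport genes, which share 6 members with that list, were not past the threshold by cameraPR on t (19 genes, 12 lower, median -0.63, adjusted p = 0.188). With the log2 fold change in place of t the adjusted p was 0.0317, and with ranks 0.127. Past 0.05 over all genes were 11 lower and 7 higher transport genes. Mesenchymal and matrix genes were lower (28 genes, 17 lower, median -0.51, adjusted p = 0.00231), a difference lost at an inter-gene correlation of 0.1 (adjusted p = 0.103). MMP2 led the list, with a log2 fold change of -1.94 (SE 0.0343) in the authors' deposited table. Members of the endothelial, transport and mesenchymal lists past 0.05 over all genes numbered 28, 18 and 26, and the numbers adjusted over the list alone were 28, 18 and 26.

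**Figure D1:**
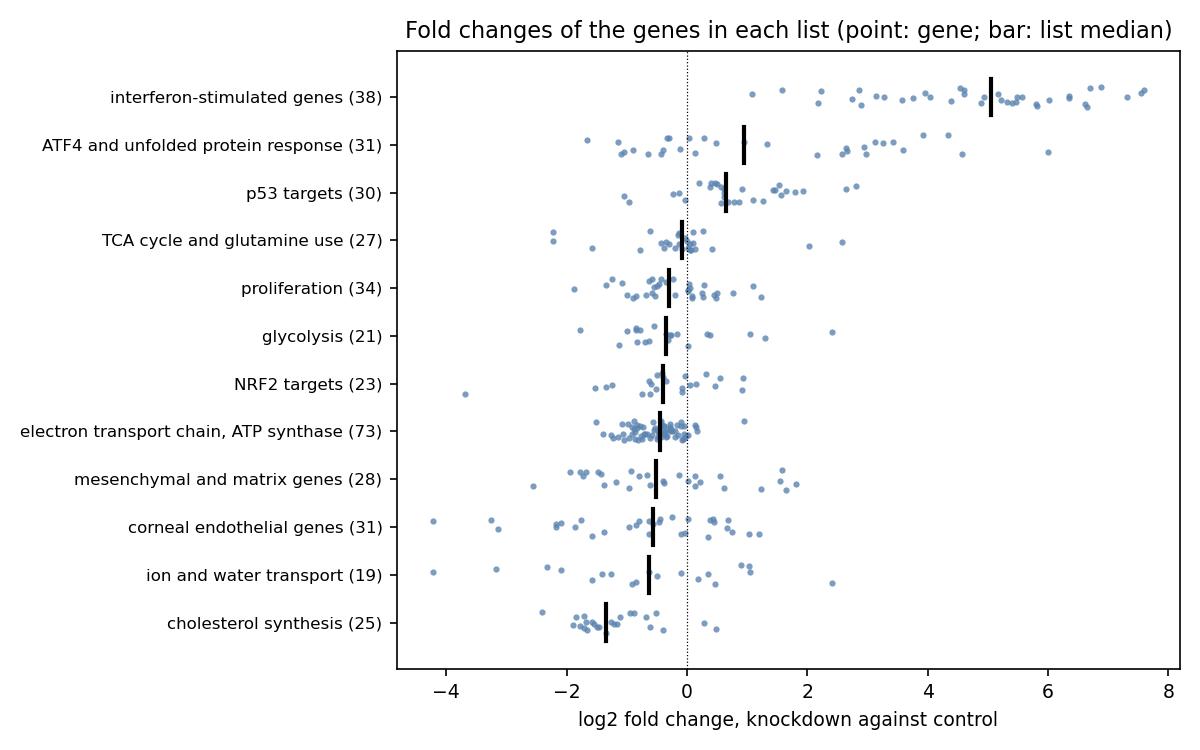
Log2 fold change of knockdown against control (horizontal axis) for each tested gene of the 12 lists (rows, with the number of genes in brackets). Points are genes and black bars are list medians, which run from -1.34 for cholesterol synthesis to 5.05 for interferon-stimulated genes; the ATF4 and unfolded protein response list spreads to both sides of 0.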

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

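No paired analysis was possible because the deposited table holds no values per sample. For the same reason the intended settings of other pseudocounts, no expression filter, another normalization, quantile normalization, another test, a replicate block, array weights, a correlation estimated per list and fry were not run, no replicate was left out, and other splits of the 6 samples were not counted. The alternatives other than the expression filter, the 2-fold criterion and the stricter adjusted p-value were chosen after seeing the data.

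The number of genes past the threshold, 11063, stayed within 1.5 times that value with the filter of at least 5 CPM (8911), at an adjusted p-value under 0.01 (10052), with the SE doubled (8407), with t referred to 4 degrees of freedom (10252), under the shift to equal totals (11279) and after the regression on length, GC content and expression (11014 of 13859 genes, 5358 higher and 5656 lower). It moved to 2766 (1346 higher, 1420 lower) with a 2-fold minimum and to 3887 (1831 higher, 2056 lower) in the test against a fold change of 1.5; both ask for more than the presence of a difference, so fewer genes can pass. The shift to equal totals changed the split of calls from 5539 higher and 5524 lower to 6912 higher and 4367 lower. SLC4A11 and the 21 other genes named by the rule kept their direction and stayed past the threshold in each setting run; the regression moved SLC4A11 to -1.39 and ATP5ME to -0.79.

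Direction here is that of the cameraPR test, which can differ from the sign of the list median. Of 72 combinations of a list and an alternative, 63 kept the direction and the side of the threshold, 6 fell below it, 2 rose above it and 1 changed direction. The NRF2 targets lost significance with the log2 fold change in place of t (adjusted p = 0.15), at an inter-gene correlation of 0.1 (0.216) and after the regression on length, GC content and expression (0.148). The mesenchymal and matrix genes did so in the same settings (0.15, 0.103 and 0.857). Glycolysis genes became significant with ranks in place of t (0.0216). After the regression their cameraPR direction changed, without significance (0.917), although their median stayed below 0, at -0.33. Ion and water transport genes became significant with the log2 fold change in place of t (0.0317). SLC16A1, which rose by 2.40, had the smallest p-value in both the glycolysis and the transport lists, so its t weighs most in a test on t. These lists were not tested without it, and the cause of these changes was not tested. Adjusted p-values of the electron transport list ranged up to 0.031, those of the p53 and corneal endothelial lists up to 0.0309 and 0.0326. Each alternative was run alone, and none were combined.

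The lack of depth and of replicate values limits 2 things. The number of reads behind derived control levels below 1 CPM is not known, and the deposited SE cannot be set against the spread of single samples.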

Other observations

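The tests of leukocytes, of stromal fibroblasts, of the share of genes past the threshold after regression, of the knockdown duplex as foreign RNA, of genes matched on length and expression, of the regression for the ribosomal protein genes and of the split ATF4 list were chosen or changed after the values they rest on had been seen; the remaining tests were written down before their values were looked at, although after the genes with the largest changes had been seen. Single genes given below with their values were chosen after these were seen, except LUM, which the naming rule selected. The shift to equal totals moves the median of all genes from 0.001 to 0.146 and leaves differences between lists as they are. The marker lists below were written from general knowledge, outside the 12 lists of the report. The cameraPR p-values of the 11 added lists were adjusted over those 11, and those of the 12 lists over the 12.

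The rise of interferon-stimulated genes exceeded any other list change and came without a stated interferon treatment. Both groups received an siRNA at 10 nM, so transfection as such is shared. Leukocytes or blood in the knockdown cultures are argued against: 4 of the 21 listed leukocyte and blood genes were tested, and their derived knockdown levels had a median of 2.65 log2 CPM and reached 5.09 log2 CPM at most, against a median of 9.06 log2 CPM for the interferon-stimulated genes. Their fold changes went both ways (median 0.26). In the authors' deposited table SRGN rose by 0.93 (SE 0.105) and CD14 by 0.27 (SE 0.0761), both past the threshold, ITGB2 had 0.25 (SE 0.151) and CORO1A fell by 0.98 (SE 0.209). SRGN and CD14 can be made by cells other than leukocytes, and a small number of leukocytes is not excluded. A trend with transcript length, GC content or expression is argued against as well, since the list median was 5.07 after the regression. Genes induced mainly by interferon gamma were also higher (12 of 13, median 3.54), while cytokines and regulators driven by NF-kB were not different as a list (11 genes, 7 higher, median 0.27, adjusted p = 0.577 by cameraPR). A candidate explanation is that the SLC4A11 duplex itself was sensed as foreign RNA; the receptors of such RNA rose in the authors' deposited table, IFIH1 by 5.81 (SE 0.0944), DDX58 by 4.61 (SE 0.0661) and TLR3 by 5.21 (SE 0.139), but they are interferon-induced themselves. The ATF4 and unfolded protein response list, which such sensing can raise, had a median of 0.95. This duplex effect cannot be told apart from an effect of lower SLC4A11, because a single siRNA sequence stands for the knockdown. The same limit applies to each other difference between the groups in the report. None of the 10 interferon genes looked for was tested, so their level is not analysed here.

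The ATF4 list fell into separate parts by function. All 16 targets of ATF4 were higher (median 3.05, from 0.95 to 6.01), among them CHAC1 with 4.33 (SE 0.0882) and DDIT3 with 3.43 (SE 0.0738) in the authors' deposited table. The 15 chaperone and folding genes of the endoplasmic reticulum had a median of -0.39, with 11 lower and 4 higher, and a median of -0.25 under the shift to equal totals. In the authors' deposited table HSPA5 was at -0.44 (SE 0.0315), HSP90B1 at -1.09 (SE 0.0392) and CALR at -0.90 (SE 0.0345). That argues against unfolded proteins in the endoplasmic reticulum as the source of the ATF4 response, since these would raise the chaperones too. Other routes to ATF4, such as EIF2AK2 (1.34, SE 0.0476, in the authors' deposited table), amino acid shortage or mitochondrial stress, were not tested and stay open. Lower SLC4A11 is among them.

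Cytosolic ribosomal protein genes, on none of the 12 lists, were lower in 75 of 77 cases, with a median of -0.98 (adjusted p = 7.01e-23 by cameraPR) and of -0.84 under the shift to equal totals. The 2 exceptions were RPS27L and RPL39L, with 0.48 (SE 0.0431) and 0.21 (SE 0.103) in the authors' deposited table. The regression on length, GC content and expression left a median of -0.75, and other genes matched on length and expression, found for 68 of the 77 genes, had a median of -0.16 (-0.01 under the shift) against -1.02 for those 68. For these, a loss of abundant transcripts that are short by annotated length could account for a part of it at most. The 9 genes without enough matches are not covered, nor are transcripts shorter in these cells than in the annotation. Messenger RNAs with a 5' terminal oligopyrimidine (TOP) motif share the control of ribosomal protein genes by nutrient and stress signals. Other TOP mRNAs, 20 in number, had a median of -0.78 (19 of 20 lower), and 20 translation factors without the motif a median of 0.0 (10 higher, 10 lower). Under the shift to equal totals the medians were -0.63 (17 of 20 lower) and 0.14 (16 higher, 4 lower), the latter near the 0.146 of all genes. This is consistent with a lower level of TOP mRNAs as a class, a hypothesis found and tested on the same data. EEF1A1 and EEF2, seen beforehand and left out of that list, had -1.46 (SE 0.0402) and -1.33 (SE 0.0331) in the authors' deposited table. How reads were divided between ribosomal protein genes and their pseudogenes is not known, and its effect on these fold changes was not tested.

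The fall of the electron transport chain subunits (median -0.45) was not shared by genes of like annotated length and expression. The regression left -0.41. The prediction written first was that a loss of short abundant transcripts would lower the cytosolic ribosomal protein genes as well, and they were lower (median -0.98). Because those genes turned out to have a fall of their own, a further test was then added, in which genes matched on length and expression, ribosomal protein genes left out, had a median of -0.06 (0.08 under the shift), against -0.44 for the 72 electron transport genes with such matches. A loss of transcripts that are shorter in these cells than in the annotation is not covered by this test. A fall of nuclear genes for mitochondrial proteins in general stays open. The 77 mitochondrial ribosomal protein genes had a median of -0.01 with 38 higher and 39 lower, and of 0.14 with 48 higher and 29 lower under the shift, where the electron transport list had -0.31. The prediction written first would have counted a median near 0 against a general fall. They are, however, a single class with members that go both ways. The list of the TCA cycle and glutamine use also went both ways (11 higher, 16 lower, median -0.09, and 0.06 under the shift). Neither list settles the question. Whether the fall of the electron transport genes follows the loss of SLC4A11 or the interferon and ATF4 responses of the same cells was not tested.

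For the cholesterol synthesis genes (median -1.34) the regression left -1.38, against a trend with length, GC content or expression. An oxysterol made by CH25H, an interferon-induced enzyme, could lower them and would raise LXR targets. The 9 LXR targets had a median of -0.18, with 3 higher and 6 lower. ABCA1 and ABCG1 rose by 1.03 (SE 0.0611) and 0.83 (SE 0.123), while SREBF1 and SCD were at -0.93 (SE 0.0502) and -1.57 (SE 0.0785), all in the authors' deposited table. Members that go both ways decide nothing, and CH25H itself is not analysed here, so this explanation stays open. SREBF2, the regulator of the pathway, had -0.88 (SE 0.0653) in the authors' deposited table.

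The fall of corneal endothelial genes (median -0.56) shrank to -0.30 after the regression on length, GC content and expression (adjusted p = 0.0326), so such a trend may explain a part and is argued against as the whole. More stromal fibroblasts in the knockdown cultures would raise mesenchymal and matrix genes. These had a median of -0.51, but 11 of 28 were higher, and after the same regression the median was -0.05 (adjusted p = 0.857 by cameraPR), so the list does not decide. In the authors' deposited table LUM, a stromal proteoglycan gene, fell by 5.65 (SE 0.0783) and COL1A2 by 1.77 (SE 0.0331), from a derived 12.64 to 10.87 log2 CPM. COL1A1 rose by 1.58 (SE 0.0767) in the authors' deposited table, from a derived 6.73 to 8.30 log2 CPM. The falls, which include the more abundant collagen gene, go against more fibroblasts and the rise goes with them. A change in the share of stromal fibroblasts stays open.

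Microrna-like off-target binding through the seed of the siRNA was tested over the 3' untranslated regions of 11936 genes. Among 15923 words of 7 bases, the 40 from either strand of the siRNA had a median percentile of 58.7. The lowest, CCTGAAG, stood at percentile 0.45, with genes carrying it lower by a mean of -0.053 (log2), and a word as low is met with a chance of 0.165 among 40. In simulated data a lowering of 0.3 put the word at percentile 0.006. Seed binding is thus argued against as a main cause of the falls, while small effects on single genes stay open.

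The share of genes past the threshold was 79.8%. It rose from 67.2% of genes between 0 and 2 log2 CPM to 91.9% of those over 8. The median SE fell over the same ranges from 0.1607 to 0.0348. Genes with an average below 0 log2 CPM went the other way. Their median SE was the largest, 0.2625, and 93.5% of them were past the threshold, with a median absolute log2 fold change of 2.276. The low-expression filter is not stated and may have kept such genes mainly where the groups differed. That range therefore cannot decide whether the share followed the SE. After the regression on length, GC content and expression, 79.5% of 13859 genes were past the threshold. This argues against a trend with these properties as the whole cause of the share. The regression explained 1.86% of the variance of the fold changes. If the replicates of a group came from different donors, in a model without a donor term, genes whose level depends on common genotypes should vary more than others. The 21 such genes with a usable spread stood at a median percentile of 38.3 among genes of like expression, with a one-sided permutation p of 0.862 over 10000 random lists. Above the 90th percentile lay 4 of them, where 2.1 would by chance. As written beforehand, the prediction would have spoken against separate donors. The list, however, has not been tested on cultures of known origin, so replicates from separate donors and replicates from a shared source cannot be told apart by it. The implied spread between replicates bears on this more directly. Its median SD (log2) was 0.0433 in genes between 6 and 8 log2 CPM and 0.0427 in those over 8. Without a donor term, differences between donors would be part of that spread. Such small values argue against separate donors for these genes, although no spread from known donors was at hand for comparison. If the source was shared, the deposited p-values describe that source rather than corneal endothelial cells at large.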
